A study of Mus musculus with 2 samples. Its data were reported in "METTL3 restricts RIPK1-dependent cell death via the ATF3-cFLIP axis in the intestinal epithelium" (2024).

How the data were processed

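Single-cell 3′ RNA profiles were analysed from intestinal epithelium of C57BL/6 mice in 2 groups, with 1 library per group. The labels name one group wild type (WT) and the other a Mettl3 knockout (Mettl3-KO), in which loxP-flanked Mettl3 was to be removed by tamoxifen-dependent Cre driven from Villin and from an EGFP-marked Lgr5 allele. The knockout sample is labelled as treated with tamoxifen for 4 days. The WT sample's own label reads untreated, whereas the treatment protocol shared by both samples gives tamoxifen to the control mice as well. Crypts were dissociated with enzymes, live cells were sorted by flow cytometry, and about 8000 cells per reaction were captured on the 10x Genomics Chromium 3′ platform (version 3 chemistry).

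The deposited values are UMI counts per gene and cell, not normalized. The submitters' processing notes name Cell Ranger 3.1.0, Seurat 4.0.2 and the mouse build GRCm38 (mm10). The authors' count tables hold 31227 genes for 4467 barcodes of the WT library and 3398 barcodes of the library labelled Mettl3-KO. Both tables appear filtered before deposit, since the number of genes per barcode ran from 245 to 7498 and from 218 to 7499, and the highest mitochondrial share was 19.99% in each. The cell type calls of the study were not used here, and all classes below were rebuilt from the counts. Differences from the study may therefore come from rebuilt names.

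Cells with at least 500 genes and at most 20% mitochondrial UMIs were kept. The gene limit removed 16 WT cells and 13 cells of the library labelled Mettl3-KO, and the mitochondrial limit removed none. Doublets were simulated from random pairs of cells of a library (2 simulated per cell), each cell was scored by the share of simulated doublets among its nearest neighbours, and the highest-scoring cells were removed at 0.8% per 1000 barcodes, which took 160 and 92 cells. This left 4291 WT cells and 3293 cells of the library labelled Mettl3-KO. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were centred and scaled within each library and limited to 10 SD, and 30 principal components were clustered by the Leiden method (resolution 0.8) on a shared-neighbour graph of 20 neighbours. A cluster took the name of a class when at least 3 of its fixed markers were at least 2-fold higher there than elsewhere and present in at least 10% of its cells, when the mean log2 fold of the class's markers was at least 0.5, and when its 10 leading genes held no more markers of another class than of its own. Clusters far shallower than their library and without a leading marker of their class were to stay unnamed. The markers were fixed for stem, transit-amplifying (TA), enterocyte, goblet, Paneth, enteroendocrine, tuft, T or NK lymphocyte, B or plasma, myeloid, stromal or endothelial, and erythroid cells. The markers were chosen before the counts were seen and these naming limits after, and 1 cluster remained unnamed.

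UMI counts were summed over cells of a library and class and scaled to the total UMIs of the cells compared (CPM). With 1 library per group no test was possible, so no p-value is given. Each CPM has an exact Poisson interval, each ratio of CPM an exact interval conditional on the total count, and each share of cells an exact binomial (Clopper-Pearson) interval, all at 95%. These intervals cover counting error only and leave out differences between mice, preparations and libraries. Log2 ratios are Mettl3-KO over WT. Where a library had fewer than 3 UMIs of a gene in the cells compared, the ratio was computed with a floor of 3 counts for that library. Genes counted as at least 2-fold higher or lower had 200 or more UMIs over both libraries in all cells, or 100 or more in stem-like and TA-like cells and in each single class. Classes with at least 50 cells in both libraries were compared.

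Gene lists, and all alternatives but the 3 that the closing section names as added, were fixed before the data were examined. The rule for leaving markers out of the clustering was fixed then, and the 12 genes it named followed from the counts. The lists were m6A writers, m6A erasers and readers, the study's 4 transcription factors, immediate-early genes, pro-apoptotic and anti-apoptotic genes, necroptosis genes, p53 targets, NF-kB and inflammatory genes, interferon-stimulated genes, MHC class II genes, the unfolded protein response, the integrated stress response, heat shock genes, stem cell genes, Wnt targets, Notch pathway genes, fetal-like and YAP genes, S phase genes, G2 and M phase genes, antimicrobial genes and lipid absorption genes. Lists of proximal and distal small intestinal genes were added after the data had been seen. Members with 20 or more UMIs were measured. A list's median log2 ratio is given with its order-statistic interval over genes (the range of the genes for lists under 6) and its percentile among 10000 random lists matched on mean expression in 20 bins, as a description of these libraries. Named single genes were the 12 highest and 12 lowest ratios per comparison, without mitochondrial, ribosomal protein and numbered gene models, together with list members and Mettl3. Shares of cells with a UMI were also computed after thinning each cell to 10000 UMIs.

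Gene positions came from GENCODE release M21 on GRCm38, in which 30906 of the 31227 symbols (99.0%) were found. Summing and ratio steps were tested on simulated counts with 100 changed genes per fold size. In all cells, the step recovered 100% of genes changed by a log2 of 2.0 and 100% of those changed by 1.3, among 11657 genes. In stem-like and TA-like cells, with 11057 genes, it recovered 100% and 99% respectively. None of the unchanged genes (0%) passed 2-fold in either case. The simulated counts held counting error only, so this says nothing of false calls from differences between mice, preparations or cell make-up. Alternatives covered the cell filters, doublet removal, clustering resolution and centring, the scaling (the TMM factors of edgeR 4.0.16, or totals without mitochondrial, ribosomal, antimicrobial and the 20 most abundant genes), equal weight per cell or per class, the limits on low genes, and clustering without 12 marker genes that differed between the libraries. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3.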

Results

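Gene expression was measured in single cells of mouse intestinal epithelium, to see what follows from loss of the m6A methyltransferase Mettl3 in the intestine. There was 1 library from the group labelled WT and 1 from the group labelled Mettl3-KO, so no difference below has a replicate check. The WT library held 161641023 UMIs in 4467 barcodes, with a median of 31026 UMIs and 4792 genes per barcode and a median mitochondrial share of 8.83%. The library labelled Mettl3-KO held 118261833 UMIs in 3398 barcodes, with medians of 30695.5 UMIs and 4822 genes and a mitochondrial share of 7.66%. After filtering, 4291 WT cells with 152710863 UMIs and 3293 cells of the library labelled Mettl3-KO with 113289003 UMIs were compared. Over all barcodes before filtering, 19452 and 19104 genes were detected. Intervals in parentheses are 95% intervals and cover counting error only.

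Mettl3 itself (chromosome 14, 52294841 to 52305128, minus strand, GRCm38) was higher in the library labelled Mettl3-KO. Its expression over all epithelial cells was 12 CPM in the WT library and 31.3 CPM in the library labelled Mettl3-KO, a log2 ratio of 1.38 (1.3 to 1.46). In stem-like and TA-like cells it was 20.2 CPM (19.0 to 21.4) against 46.0 CPM (44.0 to 48.1), a log2 ratio of 1.19 (1.08 to 1.3). In single classes the Mettl3 ratio was 1.16 in stem-like, 1.11 in TA-like, 1.39 in enterocyte-like, 1.38 in goblet-like, 1.57 in Paneth-like and 1.23 in enteroendocrine-like cells. A 3′ tag that lies outside a deleted part of a gene does not check the deletion, the deleted exons are not given in the sources used here, and Mettl3 overlaps Tox4 on the other strand. The counts therefore do not show that the genotype is as labelled, and each direction below is between libraries as labelled.

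Genes of the m6A machinery were higher at the median in the library labelled Mettl3-KO, with intervals that include 0. The 9 m6A writers measured in stem-like and TA-like cells, Mettl3 among them, had a median log2 ratio of 0.55 (-0.16 to 1.25), at percentile 98.0 of the matched random lists, and 4 of them (Mettl3, Mettl16, Rbm15 and Virma) were at least 1.5-fold higher. Rbm15, a subunit that carries the writer to RNA, was at 18.3 and 55.9 CPM (log2 ratio 1.61). Mettl16, a separate methyltransferase, was at 35.5 and 84.4 CPM (1.25). Mettl14, the partner that binds RNA beside Mettl3, was at 15.3 and 11.7 CPM (-0.39). Among the 11 measured erasers and readers the median was 0.51 (-0.42 to 1.07; percentile 98.2), with 5 at least 1.5-fold higher and 1 lower, among them the readers Ythdf1 at 38.2 and 80.3 CPM (1.07) and Ythdf2 at 62.5 and 142 CPM (1.19).

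The first comparison asked how the cells of the epithelium were divided among classes. Stem-like cells, named from genes such as Lgr5, Olfm4, Ascl2 and Smoc2, took a smaller share of the library labelled Mettl3-KO, and TA-like cells, named from proliferation genes such as Mki67, Top2a and Pcna, took a larger share. Goblet-like cells (Muc2, Tff3, Fcgbp) and enteroendocrine-like cells (Chga, Chgb, Neurod1) also took larger shares of the library labelled Mettl3-KO. Stem-like cells made up 17.2% (16.1 to 18.3) of the WT library, 737 cells, and 5.34% (4.60 to 6.17) of the library labelled Mettl3-KO, 176 cells. TA-like cells were 17.4% (16.2 to 18.5; 745 cells) and 26.2% (24.7 to 27.8; 864 cells). Both classes together were 34.5% (33.1 to 36.0) and 31.6% (30 to 33.2), and stem-like cells were 49.7% (47.2 to 52.3) and 16.9% (14.7 to 19.3) of that sum. Most TA-like cells came from different clusters, cluster 4 in the WT library (651 of 745 cells) and cluster 3 in the other (802 of 864).

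Stem genes that differ between libraries also define the stem-like class, so clustering was repeated without the 12 markers that differed at least 1.5-fold, namely Ascl2, Axin2, Cdca7, Gkn3, Lgr5, Mex3a, Olfm4, Rgmb, Rnf43, Rrm2, Slc12a2 and Smoc2. The stem-like share was then 16.5% (15.4 to 17.7) in the WT library and 4.56% (3.87 to 5.32) in the library labelled Mettl3-KO, although those markers still entered the naming of clusters. TA-like shares were 17% and 26.7% in that clustering. With genes centred over both libraries together, the stem-like share was 17.1% in the WT library and 0.850% in the library labelled Mettl3-KO, so the size of this difference depends on the clustering.

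**Figure D1:**
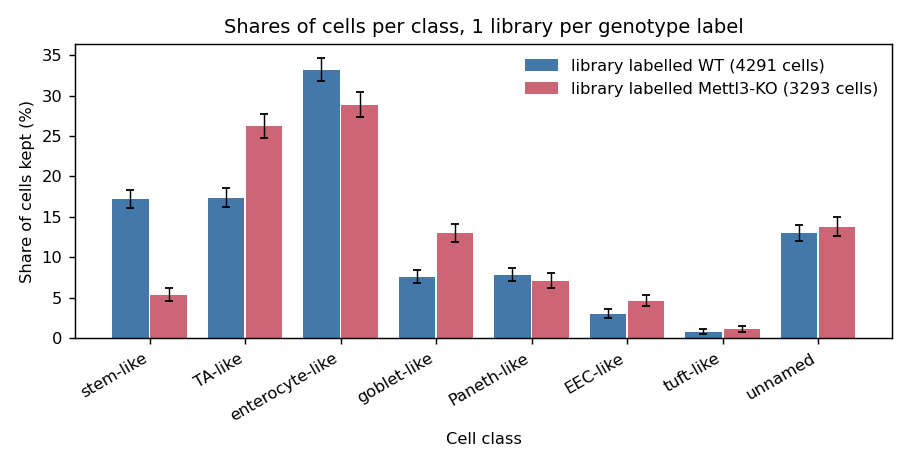
Share of cells in each rebuilt class, in percent of the cells of a library, for the library labelled WT (1 library) and the library labelled Mettl3-KO (1 library); bars start at 0 and lines are exact binomial 95% intervals. Stem-like cells were 17.2% against 5.34% and TA-like cells 17.4% against 26.2%.

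Among differentiated classes, goblet-like cells were 7.60% (6.82 to 8.43) of the WT library and 13.0% (11.8 to 14.2) of the library labelled Mettl3-KO, and enteroendocrine-like cells 3.03% (2.54 to 3.59) and 4.62% (3.92 to 5.39). Of the goblet-like cells, cluster 6 held 274 and 278 and cluster 13 held 52 and 149, and cluster 13 had a lower mean log2 fold of goblet markers (1.56 against 5.38) and a higher median doublet score (0.759 against 0.230), so most of the difference in share lies in that cluster. Tuft-like cells, marked by genes such as Dclk1 and Trpm5, were 0.792% (0.549 to 1.11) and 1.09% (0.767 to 1.51), with overlapping intervals. Paneth-like cells, marked by Lyz1 and Defa genes, were 7.83% (7.04 to 8.67) and 7.11% (6.25 to 8.04), again with overlapping intervals, and came mostly from cluster 11 in the WT library (258 cells) and cluster 12 in the other (185 cells). Enterocyte-like cells, marked by Fabp1, Apoa1 and Sis, were 33.2% (31.8 to 34.6) and 28.9% (27.3 to 30.5), but the order of these shares was reversed with at most 10% mitochondrial UMIs (12.2% and 15.3%), with centring over both libraries (30.8% and 32.8%) and at double resolution (27.5% and 28.6%). Enterocyte-like clusters 9 (315 and 28 cells) and 14 (188 and 4 cells) were mostly WT, whereas cluster 7 (171 and 363 cells), led by Upp1, Sprr2a3 and the interferon-stimulated genes Ifit1, Igtp and Isg15, held more cells of the library labelled Mettl3-KO. An unnamed cluster led by Gsdmc4, Rbp7 and Mgat4c took 13.0% (12 to 14.0) and 13.8% (12.6 to 15).

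The study singled out the transcription factors Atf3, Jun, Fosb and Csrnp1 in stem and TA cells. All 4 were lower in stem-like and TA-like cells of the library labelled Mettl3-KO, but the study chose these 4 partly on these samples, so their count is not independent evidence. Atf3 (chromosome 1, 191170296 to 191218039), a stress-induced repressor of transcription, was at 184 CPM (180 to 187) in the WT library and 62.5 CPM (60.1 to 65.0) in the library labelled Mettl3-KO, a log2 ratio of -1.56 (-1.62 to -1.49). Jun (chromosome 4, 95049034 to 95052222), a subunit of AP-1, was at 778 CPM (770 to 785) and 270 CPM (265 to 275), a log2 ratio of -1.52 (-1.56 to -1.49), and its AP-1 partner Fosb (chromosome 7, 19302696 to 19310051) at 154 CPM (151 to 158) and 56.7 CPM (54.4 to 59.0), a log2 ratio of -1.45 (-1.51 to -1.38). Csrnp1 (chromosome 9, 119971163 to 119984658) was far less abundant, at 6.09 CPM (5.43 to 6.80) and 2.91 CPM (2.41 to 3.48), a log2 ratio of -1.07 (-1.38 to -0.76), and overlaps Cx3cr1 on the same strand, which leaves its counts uncertain. All 4 lie on the minus strand, and Jun overlaps Junos on the other strand. Their median log2 ratio was -1.49 (-1.56 to -1.07), below all 10000 matched random lists.

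Most other immediate-early genes, which are switched on within minutes by growth signals or stress, were lower there too. Of the 21 measured immediate-early genes, 4 of which are the factors above, 13 were at least 1.5-fold lower and 0 at least 1.5-fold higher, with a median log2 ratio of -1.07 (-1.37 to -0.45), below all 10000 random lists. Fos was at 617 CPM in the WT library and 250 CPM in the library labelled Mettl3-KO (-1.3), the zinc-finger activator Egr1 at 270 and 105 CPM (-1.37), Ier2 at 460 and 184 CPM (-1.33), Junb at 215 and 109 CPM (-0.98) and the antiproliferative gene Btg2 at 189 and 73.9 CPM (-1.36). Also lower were the phosphatase Dusp1 at 83.5 and 22.5 CPM (-1.89), the mRNA-decay factor Zfp36 at 152 and 58.9 CPM (-1.36) and the nuclear receptor Nr4a1 at 36.0 and 6.39 CPM (-2.49). Jund was alike in both libraries at 524 and 514 CPM (-0.03), while Myc was higher in the library labelled Mettl3-KO, at 43.0 and 54.2 CPM (0.33).

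By class, the median of these factors was lowest in TA-like cells. Most TA-like cells came from cluster 4 in the WT library and cluster 3 in the other, so TA-like ratios also set different clusters against each other. Ratios in Paneth-like cells, here and below, include a median of 0.50 over all genes of that class, which TMM moved by -0.49. Atf3 was at 167 CPM in TA-like cells of the WT library and 49.3 CPM in those of the library labelled Mettl3-KO (-1.76, interval -1.84 to -1.68), at 136 and 80.2 CPM in enterocyte-like cells (-0.76), at 205 and 167 CPM in stem-like cells (-0.30), at 260 and 255 CPM in goblet-like cells (-0.03) and at 378 and 415 CPM in enteroendocrine-like cells (0.13). In Paneth-like cells Atf3 was higher in the library labelled Mettl3-KO, at 82.3 and 153 CPM (0.90). Jun had log2 ratios of -0.74 in stem-like, -1.59 in TA-like, -0.78 in enterocyte-like, -0.46 in goblet-like, -0.72 in enteroendocrine-like and 0.04 in Paneth-like cells, and Fosb of -0.49, -1.60, -0.85, -0.54, -0.34 and 0.31 in the same order. Csrnp1 was lower in stem-like (-0.31), TA-like (-1.03), enterocyte-like (-0.62) and enteroendocrine-like (-0.11) cells and higher in goblet-like (0.10) and Paneth-like (0.39) cells. The median of the 4 factors was -0.40 in stem-like, -1.59 in TA-like, -0.77 in enterocyte-like, -0.24 in goblet-like, -0.22 in enteroendocrine-like and 0.35 in Paneth-like cells, the last turning to -0.14 with TMM. Whether the classes differ in these ratios was not tested.

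**Figure D2:**
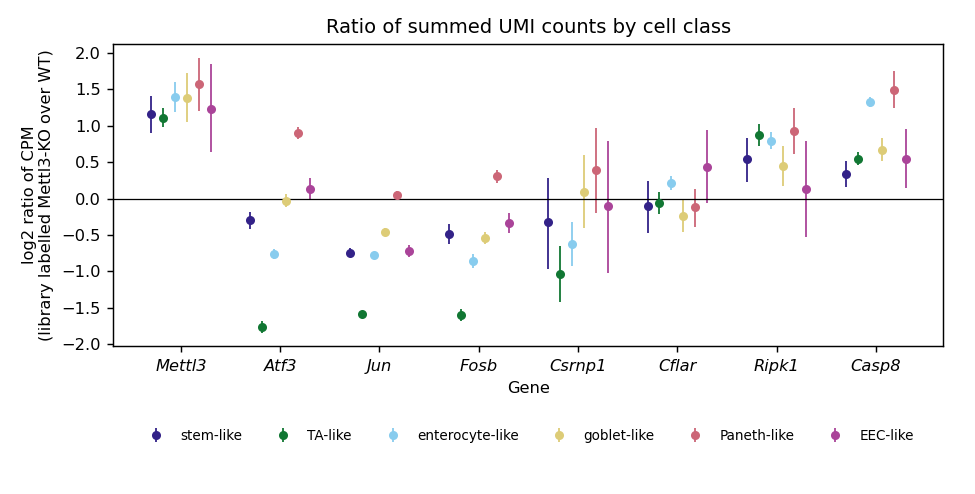
Log2 ratio of CPM, library labelled Mettl3-KO over library labelled WT (1 library each), for single genes in each rebuilt class, with exact 95% counting intervals. Atf3 sits at -1.76 in TA-like cells and at -0.30 in stem-like cells.

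Fewer cells held a UMI of these factors in the library labelled Mettl3-KO. In stem-like and TA-like cells, with median depths of 32845.5 and 38102 UMIs, Atf3 was found in 68.6% of WT cells and 48.6% of cells of the library labelled Mettl3-KO, and in 52.8% and 26.8% after each cell was thinned to 10000 UMIs. Thinning left 1448 and 1020 cells and dropped 34 and 20 shallower ones. Jun was found in 96.7% and 84.3% (thinned 91.5% and 65.8%), Fosb in 79.0% and 53.8% (58.4% and 33.7%) and Csrnp1 in 16.7% and 10.4% (5.66% and 2.65%). Tuft-like cells, which had low shares for Atf3, gave 14.7% (5 of 34 cells) and 16.7% (6 of 36) at median depths of 12998.5 and 11864 UMIs, and 25.0% and 15% in the 20 thinned cells of each library, with 14 and 16 left out. Shares in tuft-like cells were 79.4% and 72.2% for Jun, 20.6% and 11.1% for Fosb and 2.94% and 2.78% for Csrnp1. The Csrnp1 shares in tuft-like cells rest on 1 cell of each library and set no background level.

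Regulators of the death pathway downstream of TNF receptors were compared next, since the study concerns cell death that depends on Ripk1. Cflar (chromosome 1, 58711508 to 58758884, plus strand), which encodes the caspase-8 inhibitor cFLIP, was equal in both libraries over stem-like and TA-like cells together. Ripk1 and Casp8 were higher there in the library labelled Mettl3-KO. Cflar was at 20.6 CPM in each, a log2 ratio of 0.00 (-0.13 to 0.13) that became -0.14 when abundant genes were left out of the total. Ripk1 (chromosome 13, 34002363 to 34037147, plus strand), a kinase at the branch between survival and death, was at 17.3 CPM (16.1 to 18.4) and 30.01 CPM (28.4 to 31.7), a log2 ratio of 0.80 (0.67 to 0.92). Casp8 (chromosome 1, 58795374 to 58847503, plus strand), the initiator of death-receptor apoptosis, was at 58.7 CPM (56.6 to 60.8) and 86.2 CPM (83.4 to 89.1), a log2 ratio of 0.55 (0.48 to 0.62). Ripk1 overlaps Gm17084 and Casp8 overlaps Gm37760 on the same strand, so their counts carry that uncertainty.

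Cflar had log2 ratios of -0.11 in stem-like, -0.06 in TA-like, 0.22 in enterocyte-like, -0.24 in goblet-like, 0.44 in enteroendocrine-like and -0.12 in Paneth-like cells. The equal value for stem-like and TA-like cells together mixes the shares of these classes. Ripk1 was higher in the library labelled Mettl3-KO in all 6 classes, with 0.54 in stem-like, 0.87 in TA-like, 0.80 in enterocyte-like, 0.45 in goblet-like, 0.13 in enteroendocrine-like (-0.52 to 0.78) and 0.93 in Paneth-like cells. Casp8 was higher there as well, with 0.34 in stem-like, 0.55 in TA-like, 1.33 in enterocyte-like (76.6 and 192 CPM), 0.67 in goblet-like, 0.54 in enteroendocrine-like and 1.5 in Paneth-like cells. Both Paneth-like values include the median of all genes there, 0.50. Among stem-like and TA-like cells, Cflar was found in 47.8% and 51.1% (thinned 17.5% and 15.9%), Ripk1 in 41.8% and 65.0% (15.3% and 22.9%) and Casp8 in 83.3% and 91.0% (44.3% and 58.3%). No class is known to lack these 3 genes, and tuft-like cells gave 64.7% and 61.1% for Cflar, 50% and 16.7% for Ripk1 and 55.9% and 52.8% for Casp8.

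Necroptosis genes were higher as a group in stem-like and TA-like cells of the library labelled Mettl3-KO. Of 12 measured, 8 were at least 1.5-fold higher and 0 lower, with a median log2 ratio of 0.72 (0.29 to 1.55) at percentile 99.95. Zbp1, a sensor of Z-form nucleic acid that is itself induced by interferon, was at 1.20 and 24.8 CPM (4.37, interval 4.00 to 4.76), Mlkl, which perforates the membrane, at 4.81 and 19.5 CPM (2.02, interval 1.81 to 2.23), and Ripk3, which activates Mlkl, at 37.0 and 57.2 CPM (0.63). Tnf was scarce, with 38 and 89 UMIs, 0.737 and 2.16 CPM (1.55, interval 0.99 to 2.14). The median of the list by class was 0.49 in stem-like, 0.70 in TA-like, 0.80 in enterocyte-like, 0.71 in goblet-like, 0.93 in Paneth-like (0.44 with TMM) and 0.38 in enteroendocrine-like cells.

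Genes that drive apoptosis went both ways. Of 22 pro-apoptotic genes measured, 7 were at least 1.5-fold higher and 3 lower in the library labelled Mettl3-KO, with a median of 0.41 (percentile 98.8). Bax, which opens the mitochondrial membrane, was at 116 and 286 CPM (1.3), and the death receptor Fas had a log2 ratio of 1.44. Pmaip1 at 22.0 and 10.8 CPM (-1.03) and Bcl2l11 at 10.0 and 5.16 CPM (-0.96), which block protective Bcl2 proteins, were lower. The 10 measured anti-apoptotic genes had a median fold of 1 (percentile 34.6), with 2 at least 1.5-fold higher and 1 lower, among them Birc3 at 6.53 and 16.3 CPM (1.32), Mcl1 at 92.4 and 151 CPM (0.71) and Birc2 at 20.1 and 12 CPM (-0.75).

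The broadest difference in stem-like and TA-like cells was in interferon-stimulated genes, which were higher in the library labelled Mettl3-KO. Of 24 measured, 23 were at least 1.5-fold higher and 0 lower, with a median log2 ratio of 3.29 (1.31 to 4.57), above all 10000 random lists. The ubiquitin-like Isg15 was at 2.77 CPM (2.34 to 3.27) and 123 CPM (120 to 127), a log2 ratio of 5.47 (5.23 to 5.72). Ifit1, which binds foreign RNA, was at 0.524 and 50.3 CPM (6.59). The chemokine Cxcl10 was at 1.18 and 32.5 CPM (4.78) and Irf7, a driver of interferon genes, at 7.64 and 43.6 CPM (2.51). Irf1 at 64.8 and 66.8 CPM (0.04) was the exception. Counts of Ifit1 and its paralog Ifit1bl1 are uncertain because their sequences are alike. The median of the list was 2.64 in stem-like, 3.37 in TA-like, 2.68 in enterocyte-like, 1.38 in goblet-like, 2.38 in Paneth-like (1.89 with TMM) and 1.57 in enteroendocrine-like cells. MHC class II genes, which present antigen, had a median of 1.06 (0.42 to 1.64) with 6 of 7 at least 1.5-fold higher, including Cd74 at 421 and 880 CPM (1.06) and H2-Ab1 at 103 and 215 CPM (1.06). By class this median was from 0.88 to 1.7 except in enterocyte-like cells, where it was -0.07 and 0 of 7 genes were at least 1.5-fold higher.

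Targets of p53 were higher too. Of 19 measured in stem-like and TA-like cells, 14 were at least 1.5-fold higher and 2 lower in the library labelled Mettl3-KO, with a median of 1.16 (0.41 to 1.44), above all 10000 random lists. Cdkn1a, which encodes the cell cycle inhibitor p21, was at 39.4 and 92.6 CPM (1.23), Mdm2, the ligase that limits p53, at 16.2 and 36.2 CPM (1.16), Ccng1 at 27.9 and 65.6 CPM (1.23) and Phlda3, an inhibitor of Akt, at 4.19 and 41.0 CPM (3.29). The median by class was 1.41 in stem-like, 1.07 in TA-like, 0.64 in enterocyte-like, 0.46 in goblet-like and 0.17 in enteroendocrine-like cells. In Paneth-like cells it was 0.55, at percentile 66.1 of the random lists, and 0.063 with TMM, so p53 targets did not stand out from other genes there. In enterocyte-like cells Phlda3 had 1 UMI in the WT library and 258 in the library labelled Mettl3-KO.

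Other stress pathways were higher at the median in the library labelled Mettl3-KO, with members going both ways. In stem-like and TA-like cells the 13 integrated stress response genes had a median of 0.99 (0.22 to 2.01), above all 10000 random lists, with 9 at least 1.5-fold higher and 2 lower. The serine synthesis enzymes Psat1 at 12.9 and 52.0 CPM (2.01) and Phgdh at 66.8 and 165 CPM (1.3) and the asparagine synthetase Asns at 53.8 and 107 CPM (0.99) were higher, whereas Ddit3 at 10.5 and 6.59 CPM (-0.68) and the phosphatase subunit Ppp1r15a at 20.5 and 9.81 CPM (-1.06) were lower. The 13 genes of the unfolded protein response had a median of 0.71 (-0.01 to 0.91; percentile 99.9), with 7 at least 1.5-fold higher, and their chaperone Hspa5 was at 368 and 767 CPM (1.06). The 15 NF-kB and inflammatory genes had a median of 0.76 (0.11 to 1.82), above all 10000 random lists, with 9 at least 1.5-fold higher and 1 lower, led by Duoxa2, a partner of the oxidase Duox2, at 4.58 and 34.7 CPM (2.92). The 10 fetal-like and YAP genes had a median of 0.71 (-0.59 to 2.61; percentile 99.6), with Ly6a at 1.3 and 202 CPM (7.28, interval 6.94 to 7.65), the growth factor Areg at 19.6 and 43.2 CPM (1.14) and Clu lower (-0.59). The 10 heat shock genes had a median of 0.36 (-1.55 to 0.97; percentile 90.6), with Hspa1a at 126 and 20.9 CPM (-2.59) and Hspa1b at 160 and 54.9 CPM (-1.55) lower.

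**Figure D3:**
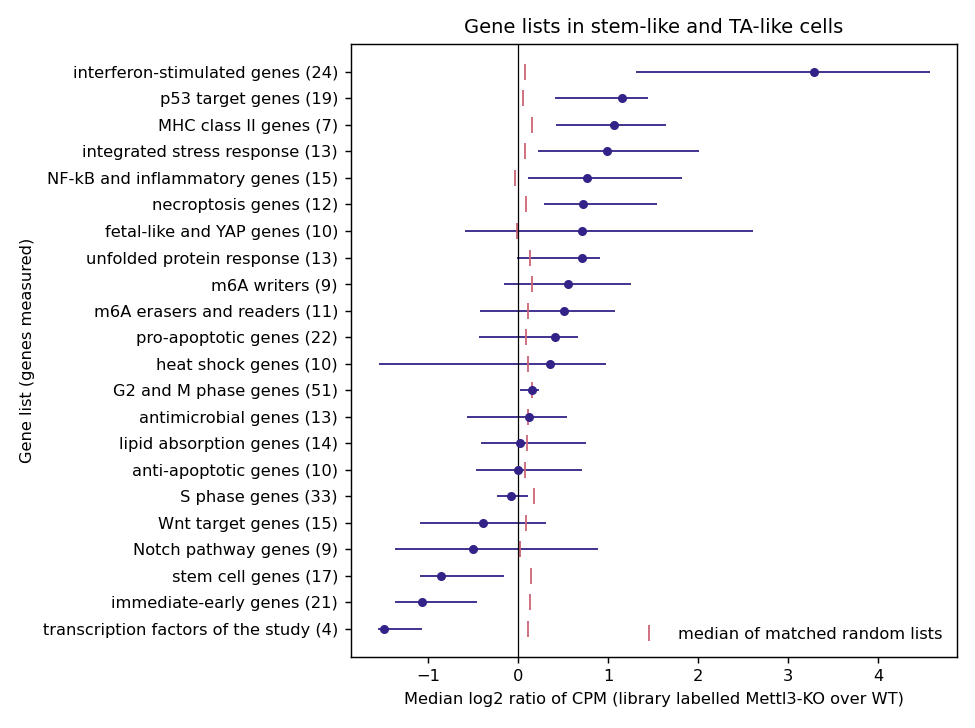
Median log2 ratio of each gene list in stem-like and TA-like cells, library labelled Mettl3-KO over library labelled WT (1 library each), with the order-statistic interval over the genes of the list. Interferon-stimulated genes sit highest at 3.29 and the 4 transcription factors of the study lowest at -1.49.

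Stem cell genes were lower in stem-like and TA-like cells of the library labelled Mettl3-KO, where the stem-like part was also smaller, and Wnt and Notch genes went both ways. The 17 stem cell genes had a median of -0.85 (-1.09 to -0.16), below all 10000 random lists, with 11 at least 1.5-fold lower and 0 higher. Within stem-like cells alone, which these genes define, their median was -0.19, and within TA-like cells -0.69. Lgr5, the receptor that carries the EGFP and Cre insertion in the knockout genotype, was at 31.9 and 8.28 CPM (-1.95, interval -2.12 to -1.78), and an insertion at the gene can alter its own 3′ counts. Olfm4, a secreted stem cell marker, was at 3008 and 1168 CPM (-1.37), Ascl2, a transcription factor of stem cells, at 85.9 and 35.4 CPM (-1.28), Gkn3 at 57.0 and 9.20 CPM (-2.63) and Smoc2 at 133 and 73.8 CPM (-0.85). The 15 Wnt targets, several of which are stem genes, had a median of -0.39 (-1.09 to 0.31; percentile 0.38), with 5 at least 1.5-fold lower and 2 higher, and their median was 0.00 in stem-like cells and -0.15 (percentile 10.3) in TA-like cells alone. Among them were Axin2 at 86.5 and 44.2 CPM (-0.97), Sox9 at 80.9 and 64.5 CPM (-0.33) and Ccnd1, which drives entry into S phase, higher at 170 and 306 CPM (0.85). The 9 Notch pathway genes had a median of -0.50 (-1.37 to 0.88; percentile 1.71), with 4 lower and 2 higher by that fold, -0.39 in stem-like and -0.27 in TA-like cells, and the effector Hes1 was at 180 and 79.2 CPM (-1.19).

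Genes of G2 and M phase were lower at the median in TA-like cells and higher in stem-like cells of the library labelled Mettl3-KO, and most S phase genes lay within 1.5-fold in both classes. The 33 S phase genes in stem-like and TA-like cells had a median of -0.08 (percentile 0.455) with 4 at least 1.5-fold higher and 3 lower, and the 51 G2 and M phase genes 0.15 (percentile 50.6) with 6 and 2. In TA-like cells alone the median was -0.12 (-0.35 to 0.09) for S phase and -0.35 for G2 and M phase, of which 12 of 51 were at least 1.5-fold lower and 0 higher, and in stem-like cells it was 0.37 and 0.65, with 27 of the 51 G2 and M phase genes at least 1.5-fold higher. The difference between classes was not tested, and cluster 4, led by genes such as Top2a, Cenpf and Ube2c, held 651 of 745 TA-like cells of the WT library against 62 of 864. The replication clamp Pcna was at 61.2 and 83.9 CPM (0.46) while Pcna-ps2, a copy with near-identical sequence, was at 8.65 and 0.920 CPM (-3.23), so reads are not surely divided between them. Marker lists of other classes had medians of 0.10 for TA (16 genes, percentile 35.2), -0.05 for enterocyte (19 genes, 12.4), 0.51 for goblet (10 genes, 97.2), 0.04 for Paneth (13 genes, 32.9), 1.5 for enteroendocrine (15 genes, 100, with 11 at least 1.5-fold higher) and 0.51 for tuft (10 genes, 96.9, interval -0.60 to 0.91), a value that changed sign with the cell filters and the clustering. Stromal markers had a median of -0.17 over 5 genes, 2 lymphocyte, 1 B cell and 2 myeloid genes were measured, and of the erythroid list 0. The 13 antimicrobial genes had a median of 0.13 (percentile 54.1), the 14 lipid absorption genes 0.02 (percentile 29.5).

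Of 11088 genes with enough UMIs in stem-like and TA-like cells, 742 were at least 2-fold higher and 740 at least 2-fold lower in the library labelled Mettl3-KO, and 7494 lay within 1.5-fold, with a median log2 ratio of 0.07 over all genes. Leaving abundant genes out of the total moved that median by -0.14 and gave 567 higher and 969 lower (36.9% higher in place of 50.1%). The highest ratio after that of Ly6a was that of Sprr2a3, of a family of near-identical barrier genes, at 0.0776 and 10.2 CPM (7.04). Besides Ifit1 and Isg15, other interferon-induced genes were among the 12 highest, with the GTPase Iigp1 at 1.01 and 77.8 CPM (6.27), Mx1 at 0.0970 and 6.54 CPM (6.08), the chemokine Cxcl9 at 0.194 and 13.1 CPM (6.07), the GTPase Gbp2 at 0.368 and 14.5 CPM (5.29) and Slfn5 (5.39), as was the granule proteoglycan Srgn (5.53). Phf11b had 0 UMIs in the WT library and 140 in the library labelled Mettl3-KO, 58.3-fold higher at the floor of 3 counts. Its sequence is close to that of Phf11a, which leaves the division of reads uncertain. Inka2 had 2 and 99 UMIs, 5.37 at the floor of 3 counts, with a counting interval of 4.06 to 9.02.

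The lowest ratios belonged to metabolic enzymes, secreted proteins and others. Pbld1 was at 18.4 and 0.727 CPM (-4.67), the gastrokine Gkn2 at 7.31 and 0.315 CPM (-4.54), the protease inhibitor Wfdc15b at 4.42 and 0.170 CPM (-4.70), the carboxylesterase Ces1d at 12.6 and 0.654 CPM (-4.26) and Lect2 at 6.22 and 0.436 CPM (-3.84). Among cytochromes P450, which oxidise drugs and lipids, Cyp4f15 had a log2 ratio of -4.32, Cyp3a25 was at 10.7 and 0.630 CPM (-4.09) and Cyp2e1 at 11.4 and 0.751 CPM (-3.93). The sulfotransferase Chst2 (-4.11), the adaptor Hcst (-4.20) and Isoc2a (-4.18) were also among them. Syce3 had 139 and 3 UMIs, a log2 ratio of -5.21 (-7.51 to -3.64).

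Over all epithelial cells the 4 transcription factors differed less between the libraries than in stem-like and TA-like cells. Of 11734 genes, 828 were at least 2-fold higher and 509 at least 2-fold lower in the library labelled Mettl3-KO and 8219 lay within 1.5-fold, with a median log2 ratio of 0.15. Scaling moved the median of all genes by -0.13 with TMM and by -0.17 without abundant genes, which gave 614 higher and 657 lower (48.3% higher in place of 61.9%) and 569 higher and 700 lower (44.8%), so which side holds more genes depends on the scaling. Equal weight per class moved the median by -0.11 and gave 475 higher and 430 lower (52.5%), of which 434 and 345 were also in the main counts.

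Atf3 was at 149 CPM in the WT library and 107 CPM in the library labelled Mettl3-KO over all cells (-0.48), Jun at 550 and 312 CPM (-0.82), Fosb at 127 and 84.5 CPM (-0.59) and Csrnp1 at 5.79 and 4.48 CPM (-0.37), with a median of -0.54 (percentile 1.07). Cflar was at 31.1 and 32.9 CPM (0.08), Ripk1 at 18.0 and 31.8 CPM (0.82), Casp8 at 54.5 and 110 CPM (1.02) and Zbp1 at 10.1 and 63.1 CPM (2.64). The median was -0.48 for immediate-early genes, 2.79 for interferon-stimulated genes, of which 21 of 24 were at least 1.5-fold higher, 1 for p53 targets, 0.92 for necroptosis genes and -0.65 for stem cell genes. Antimicrobial genes had a median of -0.73 and lipid absorption genes of -0.31, both under the first percentile. The antimicrobial median was -0.14 with equal weight per cell or per class, and by class it ran from -0.06 in enteroendocrine-like to 0.36 in goblet-like cells. In Paneth-like cells, the class marked by Lyz1 and Defa genes, it was -0.003, and -0.49 with TMM. Markers of cells from outside the epithelium were scarce, with summed levels of 0.753 and 2.24 CPM for lymphocytes, 1.88 and 2.64 CPM for B or plasma cells, 4.88 and 3.55 CPM for myeloid cells and 14.8 and 16.9 CPM for stromal or endothelial cells.

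Named genes with the highest ratios over all cells were Iigp1 at 0.701 and 74.7 CPM (6.74, interval 6.46 to 7.03), the goblet cell product Retnlb at 0.164 and 12.3 CPM (6.24), Ly6a at 3.6 and 239 CPM (6.06), Cxcl9 at 0.288 and 11.7 CPM (5.34), Srgn at 0.170 and 6.88 CPM (5.34), Gbp2 at 0.747 and 23.7 CPM (4.99), and the barrier genes Sprr1a at 0.301 and 8.47 CPM (4.81) and Sprr2a3 at 1.89 and 52.8 CPM (4.81). Phf11a had 1 and 217 UMIs, 6.61 at the floor of 3 counts with a counting interval of 5.70 to 13.5, and its paralog Phf11b had a ratio of 6.02. Lowest were the water channel Aqp8 at 12.1 and 0.406 CPM (-4.90), Pbld1 at 15.5 and 0.715 CPM (-4.44), Wfdc15b (-4.37), Psca at 5.28 and 0.344 CPM (-3.94), the retinol dehydrogenase Rdh16f2 (-3.70), the nucleoside transporter Slc28a1 at 18.4 and 1.56 CPM (-3.56), the potassium channel subunit Kcns3 (-3.39) and Cyp2e1 at 4.89 and 0.494 CPM (-3.31).

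Differentiated classes were compared to see where these differences lay. Genes at least 2-fold higher and lower in the library labelled Mettl3-KO numbered 692 and 605 of 9838 in enterocyte-like cells, 655 and 252 of 8903 in goblet-like cells, 966 and 50 of 8190 in Paneth-like cells and 112 and 117 of 5541 in enteroendocrine-like cells, beside 310 and 289 of 9594 in stem-like and 736 and 676 of 10668 in TA-like cells. The Paneth-like count includes the shift of all genes in that class, with median depths of 97657 and 66515 UMIs per Paneth-like cell. In enterocyte-like cells the bactericidal lectins Reg3b at 1814 and 6886 CPM (1.92) and Reg3g at 971 and 3462 CPM (1.83) were higher, whereas Reg3a at 812 and 351 CPM (-1.21), Aqp8 at 43.5 and 1.68 CPM (-4.69) and the lactase gene Lct at 457 and 163 CPM (-1.49) were lower. Enterocyte-like ratios include clusters 9 (315 and 28 cells) and 14 (188 and 4 cells), which were mostly WT. Reg3a was a leading gene of both and Aqp8 of cluster 14, and Lct is a gene of the proximal small intestine. In goblet-like cells Retnlb was at 0.946 and 97.9 CPM (6.69) and Ly6a at 12.4 and 443 CPM (5.16), while the mucin Muc2 was at 11946 and 7027 CPM (-0.77). Goblet-like ratios, that of Muc2 among them, include the larger part of cluster 13, which had lower goblet markers, in the library labelled Mettl3-KO. With that part, 12 of 16 TA markers (median 0.83) and 27 of 33 S phase genes (median 0.94) were at least 1.5-fold higher in goblet-like cells. Hspa1a was lower in the library labelled Mettl3-KO in all 6 classes, from -1.54 in Paneth-like to -3.70 in enteroendocrine-like cells.

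In Paneth-like cells the defensin Defa17 was at 7251 and 1501 CPM (-2.27), Defa30 at 135804 and 63210 CPM (-1.10) and Defa24 at 305408 and 216589 CPM (-0.50), while lysozyme Lyz1 was at 58010 and 87962 CPM (0.60) and Reg3g at 222 and 1671 CPM (2.91). Reads are not surely divided among Defa genes, whose sequences are alike. Free RNA carried these genes into other classes, with Lyz1 found in 99.5% and 95.5% of stem-like cells at 283 and 364 CPM. In enteroendocrine-like cells the hormone gene Sst was at 8168 and 1917 CPM (-2.09) and Gip had a ratio of -0.55.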

Values the study reported

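The study named 4 transcription factors, Atf3, Csrnp1, Fosb and c-Jun, as having both reduced m6A and low mRNA in the absence of Mettl3. It began from predicted upstream factors of cell death genes and drew on RNA-seq, m6A sequencing and single-cell RNA-seq, with a check by qPCR. It also showed these factors in single-cell RNA-seq of stem and TA cells, so the counts above are no independent check of them. It also described reduced m6A and elevated expression of Casp8 and Ripk1 upon loss of Mettl3. By qPCR, it reported lower Cflar upon loss of Mettl3 in sorted Lgr5-high stem cells and in crypt cells, and it also showed cFLIP immunoblots of organoids. The equal Cflar counts given above differ from this, and come from rebuilt classes and another kind of measurement. They are for stem-like and TA-like cells together, which mixes the shares of these classes. In each of these classes alone the Cflar log2 ratio given above was slightly negative.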

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

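The alternatives without cluster 17, with Gata4-positive cells and with TA-like cells alone, and the tests on them, were chosen only after the data had been seen. No paired analysis was possible because there was 1 library per group. In stem-like and TA-like cells, Atf3, Jun, Fosb, Csrnp1 and the medians of the 4 factors and of immediate-early, interferon-stimulated, necroptosis, pro-apoptotic and stem cell genes kept their direction in all alternatives run, as did the order of the stem-like and TA-like shares. Other values did not: besides the order of the enterocyte-like shares and the side with more genes given above, the median of tuft markers in stem-like and TA-like cells kept its sign in 4 of the 11 alternatives that were not added later (lowest -0.71), that of lipid absorption genes over all cells reached 0.14 with at most 10% mitochondrial UMIs, and in Paneth-like cells those of the 4 factors and of immediate-early genes turned to -0.14 with TMM. Medians near 0 in stem-like and TA-like cells also took both signs, namely those of S phase, antimicrobial, lipid absorption and anti-apoptotic genes and of TA, enterocyte, Paneth and stromal markers, as did Cflar there and over all cells. Each alternative value was set against an interval: the counting interval for genes and shares, the interval over genes for list medians, and 1.5 times the count for numbers of genes. The interval over genes is wide for many lists, so their medians seldom leave it. Of the alternative values of the main comparisons, 194 stayed within these limits and 41 moved beyond them. Of those of single named genes and lists, 1321 stayed and 136 moved. Where no cause is given, the cause was not tested.

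With at most 10% mitochondrial UMIs, the stem-like share was 23.7% in the WT library and 7.33% in the library labelled Mettl3-KO, and the TA-like share 23.0% and 32.4%. Centring over both libraries gave a stem-like share of 0.850% in the library labelled Mettl3-KO, double resolution one of 15.8% in the WT library, clustering without differing markers one of 4.56% in the library labelled Mettl3-KO, and keeping doublets a TA-like share of 23.1% in the library labelled Mettl3-KO. The stem-like share stayed lower and the TA-like share higher in the library labelled Mettl3-KO in each of these. Lower limits on UMIs admit more genes, so the genes at least 2-fold lower numbered 825 over all cells at 50 UMIs and 1268 in stem-like and TA-like cells at 20 UMIs. With equal weight per class, 475 genes were higher over all cells.

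In stem-like and TA-like cells, leaving abundant genes out of the total gave log2 ratios of -1.69 for Atf3, -1.66 for Jun, -1.58 for Fosb, -0.14 for Cflar and a median of -1.62 for the 4 factors. With TMM factors, the log2 ratio of Jun, stem-like and TA-like cells as 1 group, was -1.57. These scalings shift all genes alike. Equal weight per cell gave -1.47 for Atf3 and -1.48 for Jun. Centring over both libraries gave -1.39 for Atf3, -1.40 for Jun, -1.36 for Fosb and -0.14 for Cflar, and Jun was at -1.56 with double resolution and -1.56 without differing markers. In cells with a UMI of Gata4 the ratios were -1.72 for Atf3, -1.72 for Jun, -1.61 for Fosb and a median of -1.66 for the 4 factors, and in TA-like cells alone -1.76, -1.59 and -1.60 with a median of -1.59. Thinned cells held a UMI of Atf3 in 52.8% and 26.8%, of Jun in 91.5% and 65.8%, of Csrnp1 in 5.66% and 2.65% and of Fosb in 58.4% and 33.7%, since thinning removes UMIs.

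Depth limits what can be said of tuft-like cells, with 34 and 36 cells, and of genes such as Tnf and Csrnp1. Cluster 17 held 55 and 46 of the Paneth-like cells. Its median doublet score was 0.737, against 0.182 in cluster 11 and 0.241 in cluster 12, and its cells stayed in all Paneth-like ratios above. Without cluster 17, the Paneth-like share moved beyond its counting interval in both libraries and stayed lower in the library labelled Mettl3-KO.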

Other observations

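The tests on immune cells and on a difference between mice, on a more distal stretch of intestine, and on a dissociation response in TA-like cells alone were chosen only after the result was seen.

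Several values belong to no comparison above. Some regional genes of the small intestine differed in stem-like and TA-like cells, where the bile acid binding protein Fabp6, a gene of the ileum, was at 38.5 and 162 CPM (log2 ratio 2.07) and the bile acid transporter Slc10a2 at 0.562 and 2.66 CPM (2.24), whereas the duodenal regulators Onecut2 at 83.8 and 38.8 CPM (-1.11) and Pdx1 at 8.76 and 3.03 CPM (-1.53) were lower in the library labelled Mettl3-KO. Gata4, which is active in the proximal small intestine, was at 32.5 and 30.9 CPM, and 3 other proximal genes were alike, Fabp1 (-0.05), Apoa4 (-0.09) and, on few UMIs, Cybrd1 (0.08). In enterocyte-like cells Fabp6 was at 2453 and 8852 CPM, Slc10a2 at 18.9 and 135 CPM and Fabp1 at 18127 and 10351 CPM. Free RNA may therefore make up much of the counts of these genes in stem-like and TA-like cells. The enterocyte-like cluster led by Fabp6 took 2.91% of the WT library and 4.71% of the library labelled Mettl3-KO. The hormone gene Gip was at 9.32 and 429 CPM in stem-like cells. That class had only 176 cells in the library labelled Mettl3-KO, and how many of them held Gip was not counted. A few misplaced cells could therefore supply this value. Reg3b was at 33.6 and 372 CPM in Paneth-like cells.

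Interferon-stimulated genes were higher in stem-like and TA-like cells of the library labelled Mettl3-KO, and the tables argue against cells or RNA of another kind as the whole source. Immune cells or doublets with them would bring Ptprc, but Isg15 was found in 747 of 1040 cells (71.8%) and Ptprc in 1 of 1040, so that cells with Isg15 outnumbered those with Ptprc 249-fold at a floor of 3 cells. In the WT library Isg15 was found in 93 of 1482 cells (6.28%), and the shares were 1.96% and 51.4% for Iigp1 and 3.58% and 62.8% for Ly6a. Free RNA from enterocytes would carry all enterocyte genes in 1 ratio, but Isg15 in stem-like and TA-like cells reached 22.6% of its enterocyte-like level of 544 CPM, whereas Fabp1 reached 2.11% and Apoa1 1.14%, so that the share for Isg15 was 10.7 times that for Fabp1. The 24 interferon-stimulated genes reached 29.6% at the median and 11.6% at the lowest. What stays open is any difference between the mice other than the label, such as infection or tamoxifen treatment, because there was 1 library per group. Loss of Mettl3 may be the source, but it cannot be told apart from these.

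Genes lower in stem-like and TA-like cells of the library labelled Mettl3-KO numbered 740. A larger share of cells from the distal small intestine, where Gata4 is off, would leave no difference among Gata4-positive cells, yet the median over these genes was -1.49 (-1.54 to -1.45) in cells with a UMI of Gata4, beside -1.38 in all. Gata4-positive cells were 57.5% (852 of 1482) and 59.4% (618 of 1040). A UMI does not prove that a cell expresses Gata4, which was at 5.92 and 5.26 CPM even in Paneth-like cells, so this group may hold distal cells. Gata4 itself, which more distal cells would lower, had a log2 ratio of -0.61 (-0.97 to -0.27) in stem-like and -0.19 (-0.31 to -0.07) in TA-like cells (-0.08 in both as 1 group, which mixes their shares), so a larger share of cells without Gata4 may add to the pattern. In TA-like cells alone the median over the 740 genes was -1.43 (-1.47 to -1.37), further from 0 than Gata4 there. This argues against the smaller share of stem-like cells as the whole cause only. It cannot decide on a larger share of cells without Gata4, because the 740 genes were picked as low and Gata4 was not. These genes were chosen as lower in stem-like and TA-like cells together, so low medians in TA-like and in Gata4-positive cells were partly set by that choice. Most TA-like cells also came from different clusters in each library. A more distal stretch within the Gata4-expressing intestine stays open. In Gata4-positive cells 7 distal genes had a median of 1.07 and 7 proximal genes of -1.03, 2.10 apart. Over all stem-like and TA-like cells the distal genes Slc51b (0.89), Guca2a (0.84) and Osr2 (0.74) were higher. The proximal genes Lct (-1.07) and Slc40a1 (-1.20) were lower. Against these, the distal genes Cubn (-1.54, on 29 and 8 UMIs) and Slc51a (-0.11) went the other way, and the proximal genes Fabp1, Apoa4 and, on few UMIs, Cybrd1 were alike. Several of these genes were far higher in enterocyte-like cells, so free RNA may set their values here. Osr2 (44.0 and 73.3 CPM, beside 40.0 and 78.2 CPM in enterocyte-like cells) and Onecut2 (83.8 and 38.8 CPM, beside 108 and 39.1 CPM) were not. In enterocyte-like cells Fabp1 (-0.81), Apoa4 (-0.61), Lct (-1.49), Slc51a (0.62) and Fabp6 (1.85) differed in the direction of a more distal stretch. Of the regional genes only Cubn (-1.03) and the proximal gene Cybrd1 (4.82, on 6 and 109 UMIs) went the other way there. A regional difference of this kind could come from where the crypts were taken or from regional identity in the mice, and the data hold no record of either.

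Immediate-early genes were lower in stem-like and TA-like cells of the library labelled Mettl3-KO, and dissociation itself induces such genes. A weaker dissociation response of equal size in every class would give like class medians. The highest was 0.35 (0.23 to 0.53), in Paneth-like cells, or -0.15 after subtracting the median of all genes there, against -1.03 (-1.50 to -0.38) in TA-like cells. The others were -0.49 in stem-like, -0.61 in enterocyte-like, -0.35 in goblet-like and -0.33 in enteroendocrine-like cells. With TMM the Paneth-like median was -0.14, and those of all classes were negative. Most Paneth-like and most TA-like cells came from different clusters in each library, so neither value compares like cells. These medians therefore cannot exclude a weaker response, of equal size or differing by class. The TA-like value argues against the smaller share of stem-like cells as the whole cause, with that limit. Jun and Fos were lower in 5 of 6 classes, and the heat shock genes Hspa1a and Hspa1b, which handling also induces, were lower in all 6, with Hspa1a at -2.62 and Hspa1b at -1.54 in TA-like cells. The heat shock list had a median of 0.36 (-1.65 to 0.99) in TA-like cells, with members on both sides of 0, which decides nothing. A difference in handling could therefore underlie part of the lower Atf3, Jun and Fosb counts, and cannot be told apart from an effect of the genotype.

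A hypothesis was that transcripts with fewer exon junctions per kb, which carry more m6A, may be higher in the library labelled Mettl3-KO. Across genes, Spearman's rho between junction density and the log2 ratio was -0.14 in stem-like, -0.14 in TA-like, -0.14 in enterocyte-like, -0.11 in goblet-like, -0.096 in enteroendocrine-like and -0.027 (-0.051 to -0.0077) in Paneth-like cells, the last being nearest 0. After ranks of abundance and transcript length were regressed out it was -0.0997 in Paneth-like cells and -0.14 to -0.16 in the other classes. The hypothesis needed an unadjusted rho of -0.1 or lower in each class, which Paneth-like and enteroendocrine-like cells missed, while the interval in Paneth-like cells reaches past -0.05, the bound set for rejecting it. The relation is weak, genes are not independent replicates, and a difference between 2 libraries in RNA quality would also follow transcript structure, so it is left open.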
